A study of Mus musculus with 6 samples. Its data were reported in "Environmental enrichment preserves a young DNA methylation landscape in the aged mouse hippocampus" (2021).

How the data were processed

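DNA methylation was measured by reduced representation bisulfite sequencing (RRBS) in micro-dissected dentate gyrus, a subregion of the hippocampus, from 6 female C57BL/6JRj mice aged 4.5 months. RRBS cuts genomic DNA with a restriction enzyme at CCGG, which enriches for CpG-rich sequence, and bisulfite then converts unmethylated cytosines so that methylated cytosines can be read. Mice had lived in an enriched environment (ENR, 3 mice) or in standard cages (STD, 3 mice). The library labels give the group and a replicate number from 1 to 3 in each group. Each library came from a different mouse, so a shared number is not known to pair a STD with an ENR mouse.

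The authors trimmed the reads with Trim Galore, removing 2 further bases from reads with adapter so that cytosines filled in during end repair were dropped, and aligned them to mm10 with Bismark. They used methylKit to keep cytosines with at least 10 reads and to discard the most deeply covered ones. The deposited table gives, for each cytosine and library, the percent of covering reads that were methylated. It holds 890041 sites, no site had a missing value, and 0 columns of per-library values were left unused. Read numbers are not part of the values used here, so the number of reads behind each percentage is unknown beyond the authors' minimum per site. The study also states a minimum number of reads per library, which does not give the depth of single sites. No interval that needs the depth is therefore given, and a site read 10 times weighs as much as one read more often.

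Positions were compared with the GRCm38 (mm10) reference sequence. A CpG was found at 890021 positions, and 20 positions, which stayed in all counts, were not a CpG in the reference. Cytosines on the plus strand (448658 sites) and on the minus strand (441383 sites) were separate sites and belonged to 757494 CpGs, of which 132547 had both strands covered. Sites were annotated with GENCODE M21. A promoter was within 1 kb of a transcription start site of any transcript, and exon, intron and intergenic followed the gene models, exons having precedence over introns. A site was called island-like when the 201 bp around it had at least 50% G and C and an observed to expected CpG ratio of at least 0.6. This is a local sequence criterion and not a CpG island track. Enhancer annotation was not used here. CpH methylation was not analysed here because the table used holds CpG sites.

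Global methylation was the mean percentage over all sites in each library. Group means of a single value per library were compared with two-sided exact permutation tests over the 20 regroupings, which cannot give a p-value under 0.10 with 3 against 3. CpG sites (615152 that varied between libraries) and 1 kb tiles with at least 3 sites (72222 that varied, of 72392) were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend) on the percentage scale. Calls needed a Benjamini-Hochberg adjusted p-value under 0.05 and a difference of group means over 25 percentage points. The study tested read numbers at each cytosine. That test could not be run on percentages, and neither could the planned logistic regression on reads. The error in the tests used was therefore the variation between libraries of a group. It holds the sampling of reads and library preparation as well as differences between mice, which cannot be told apart here. Sites with a mean difference over 25 percentage points were also counted without a test and compared with the same count in the other splits of the 6 libraries into 3 and 3. Odds ratios for genomic features used as background the 191579 sites whose overall mean allowed such a difference. A list of 10 genes named in the text of the study was fixed before the data were examined. Their sites were those in the gene body and 1 kb upstream.

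The rule for single sites and tiles was also fixed beforehand. Among sites with a difference over 25 percentage points and groups that did not overlap, the 3 lowest limma p-values in each direction were named, at most 1 per tile. Among tiles with groups that did not overlap, the 2 lowest in each direction were named.

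The limma procedure was tested on simulated data that kept the real mean of each feature. Values were drawn from a beta distribution, with a variance averaged over features of similar mean. Only features of intermediate mean were shifted, and they kept that variance as far as the scale allowed. Without a shift, 3.8% of simulated sites had an unadjusted limma p-value under 0.05, against 2.68% of real sites. Recovery in the real data may therefore differ. With 200 changed sites, the procedure recovered 0 at a shift of 40 percentage points, 0 at 60 and 127 (63.5%) at 90. With 10000 changed sites it recovered 0 at 40 points and 492 (4.92%) at 60, with 11 false calls. Of 200 changed tiles it recovered 0 at 40 points, 0 at 60 and 140 (70.0%) at 90. Of 2000 changed tiles it recovered 0 at 40 points and 975 (48.75%) at 60. Without a shift it made 0 calls. The cases with a shift of 90 points and with 10000 or 2000 changed features were added after the other cases had recovered 0 of 200. In these simulations with 3 mice per group, shifts of 40 points were thus not called. Shifts of 60 points were called only when many features shifted.

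Alternatives covered the scale, the variance model, normalization between libraries, thresholds, tile size, the averaging of strands, each replicate left out in turn and the replicate number as a block. The closing section gives their effect. Sequence windows of 75 bp were aligned to GRCm38 with BLAST 2.17.0. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.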

Results

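The first question was whether ENR housing changed CpG methylation in the dentate gyrus of adult mice. RRBS percentages were compared between 3 ENR and 3 STD mice at 890041 CpG sites with a value in all 6 libraries. Most of these sites lay in CpG-rich sequence. Promoters held 60.7% of the sites and 56.5% were island-like. Exons held 37.9%, introns 33.5% and intergenic sequence 28.6%. At 274889 sites the value was identical in all 6 libraries. Because only percentages were used, the number of reads behind each value is unknown beyond the minimum per site that the authors set.

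Global CpG methylation was 23.7% ± 0.989 (SD, n = 3) in STD and 23.2% ± 1.58 (SD, n = 3) in ENR. The difference of -0.502 percentage points was smaller than the SD of either group (two-sided exact permutation test, p = 0.6, smallest possible p = 0.1). Single libraries had means of 24.3%, 24.1% and 22.5% in STD and of 24.2%, 23.9% and 21.3% in ENR, in the order of replicates 1 to 3. The library numbered 3 was thus the lowest in each group, and leaving out ENR replicate 3 turned the difference into 0.409 percentage points. The alternative that moved it most, sites with a mean between 20% and 80%, gave -2.39 percentage points (exact permutation p = 0.6). On autosomes the difference was -0.475 percentage points (exact permutation p = 0.6). At promoters, methylation was 6.46% ± 0.317 (SD, n = 3) in STD and 6.31% ± 0.519 (SD, n = 3) in ENR. In intergenic sequence it was 38.1% ± 1.30 (SD, n = 3) in STD and 37.5% ± 2.13 (SD, n = 3) in ENR. Neither differed by more than the spread between mice (exact permutation p = 0.6 for each).

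The distribution of methylation levels was compared next. Sites between 20% and 80% made up 14.9% ± 0.569 (SD, n = 3) of all sites in STD and 14.9% ± 1.05 (SD, n = 3) in ENR (difference 0.0379 percentage points, exact permutation p = 1). Widening the range to between 10% and 90% gave a difference of -0.879 percentage points. Sites at exactly 0% made up 50.8% ± 2.48 (SD, n = 3) in STD and 54.6% ± 2.0 (SD, n = 3) in ENR (exact permutation p = 0.2). Sites at exactly 100% made up 7.30% ± 1.68 (SD, n = 3) in STD and 8.81% ± 1.01 (SD, n = 3) in ENR (exact permutation p = 0.3). Both extremes were thus higher in ENR, by amounts that other groupings of the libraries matched. The share at exactly 0% or 100% also depends on the number of reads per site, which is unknown here. These shares therefore cannot show a difference in methylation by themselves.

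**Figure D1:**
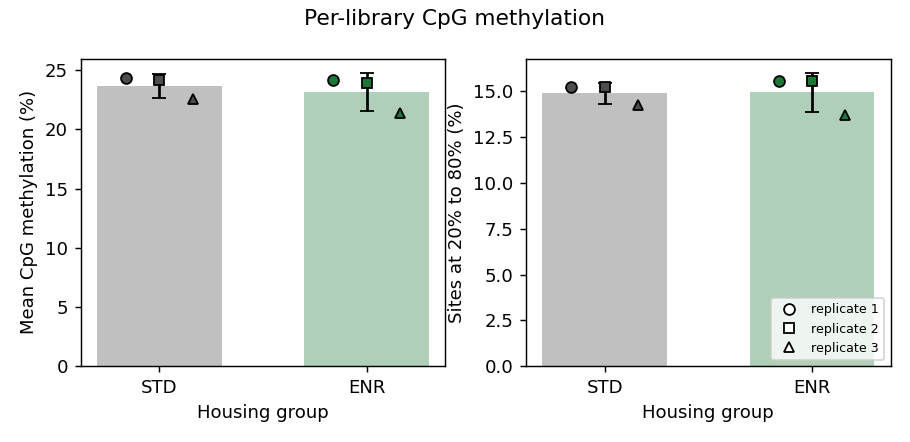
Mean CpG methylation per library in percent (left) and the percent of sites with methylation between 20% and 80% (right), with bars for group means, error bars for the SD of 3 libraries and a marker shape for each replicate number. Replicate 3 is the lowest library in both groups in both panels, at 22.5% and 21.3% mean methylation in STD and ENR.

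Libraries were similar across sites. Pearson's r across sites, which are not independent replicates, was between 0.929 and 0.951 for pairs within STD. It was between 0.90 and 0.927 within ENR and between 0.908 and 0.943 for pairs of a STD and an ENR library. Pairs within ENR were therefore no more alike than pairs from different groups.

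To find individual dmCpGs, sites were tested with limma. None of 615152 sites passed an adjusted p-value under 0.05 with a difference over 25 percentage points, and the smallest adjusted p-value was 0.852. At an unadjusted p-value under 0.05 there were 16498 sites, or 2.68% of those tested. A calibrated test without true differences would give a share of 0.05, so the test was conservative here. The alternative with the smallest adjusted p-value, a model without a variance trend, reached 0.761 and also gave 0 sites. In simulated data the same procedure recovered 0 of 200 sites shifted by 60 percentage points. The lack of calls with 3 mice per group therefore shows little about a difference of that size at a few sites.

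The same test was run on 1 kb tiles, which average several sites. Of 72222 tiles, 0 passed, with a smallest adjusted p-value of 1 in limma. At an unadjusted p-value under 0.05 there were 2874 tiles (3.98%), of which 179 also had a difference over 25 percentage points. The share of tiles, too, was below the 0.05 of a calibrated test without true differences. The lowest smallest adjusted p-value among the alternatives was 0.261, on the arcsine scale, again with 0 tiles.

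By size alone, 17268 sites (1.94%) had group means that differed by more than 25 percentage points. This count uses no test. Of these sites, 10987 were hypomethylated and 6281 hypermethylated in ENR, so 63.6% were lower in ENR. A limit of 40 percentage points left 2169 sites. Leaving out ENR replicate 3 changed the share lower in ENR to 39.3%, and leaving out STD replicate 3 changed it to 75.2%. Groups did not overlap at 7209 of the 17268 sites. Chance gives no overlap in 10% of comparisons of 3 against 3, but sites chosen for a large difference exceed that share under any grouping. The other splits of the libraries that put each same-numbered pair in different groups gave between 16665 and 17086 sites over 25 percentage points, between 6838 and 7047 of them without overlap.

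**Figure D2:**
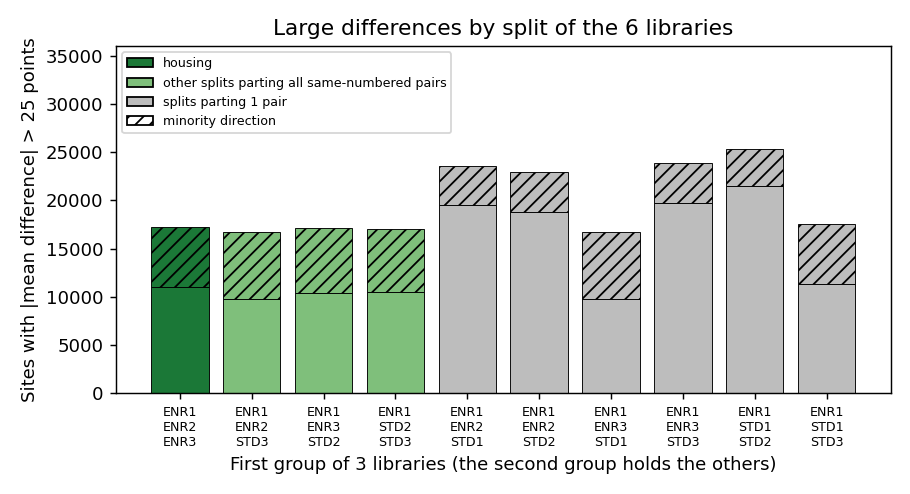
Number of CpG sites with an absolute difference of group means over 25 percentage points for each of the 10 splits of the 6 libraries into 3 and 3, with the plain part of a bar for sites in the more common direction and the hatched part for the others. The housing split gave 17268 sites, against 16665 to 17086 for the 3 other splits that part all same-numbered pairs and 16674 to 25339 for the 6 splits that part 1 pair.

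The location of the 17268 sites was compared with that of the other sites whose mean allowed such a difference. Promoters held 20.4% of the differing sites and 22.5% of the others (odds ratio 0.884, log2 odds ratio -0.18). Island-like sequence held 13.3% and 16.1% (odds ratio 0.801, log2 odds ratio -0.32). The odds ratios were 0.997 in exons, 1.03 in introns and 0.967 in intergenic sequence. Nearby sites share reads and are not independent, so no p-value is given. The 3 other splits parting all same-numbered pairs gave odds ratios of 0.834 to 0.873 in promoters and of 0.765 to 0.819 in island-like sequence. The promoter odds ratio with housing was thus nearer to 1 than in these splits, and the island-like one lay within their range. With all 890041 sites as background, the odds ratios became 0.161 in promoters and 0.114 in island-like sequence, and intergenic sequence moved from 0.967 to 1.47. Promoters held 60.7% of all sites but 22.5% of the other sites whose mean allowed such a difference.

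Single sites were named by the rule fixed beforehand. At the 3 sites hypomethylated in ENR, all 3 STD libraries were at 100%. The site at position 56263823 of chromosome 11 (GRCm38, minus strand, intergenic) was at 30.8% ± 9.21 (SD, n = 3) in ENR. It lay 583 bp from the transcription start of Gm24253, and so in a promoter as defined here. The plus-strand sequence from 56263808 to 56263838 is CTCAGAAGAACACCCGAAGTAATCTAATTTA. The site at 115560903 of chromosome 12 (minus strand, intergenic, 6688 bp from the start of Ighv8-11) was at 53.6% ± 5.79 (SD, n = 3) in ENR. The site at 87601755 of chromosome 17 (minus strand, intergenic, 30101 bp from the start of AC122818.2) was at 45.8% ± 10.6 (SD, n = 3) in ENR. Their limma adjusted p-values were 0.852, as was that of the 3 sites below.

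At the 3 sites hypermethylated in ENR, all 3 ENR libraries were at 100%. The site at 124067423 of chromosome 2 (minus strand, intergenic, 22546 bp from the start of Sema6d) was at 47.5% ± 4.59 (SD, n = 3) in STD. The site at 46041580 of chromosome 7 (minus strand) lay in an intron of Nomo1 (ENSMUSG00000030835.6) and was at 54.2% ± 2.19 (SD, n = 3) in STD. The site at 99199660 of chromosome 11 (plus strand, intergenic, 31357 bp from the start of Smarce1) was at 55.1% ± 2.04 (SD, n = 3) in STD, in the sequence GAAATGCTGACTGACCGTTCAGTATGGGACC from 99199645 to 99199675. Other covered sites within 100 bp mostly showed smaller differences. On chromosome 17, the 2 neighbours differed by -52.5 percentage points on average. The 5 neighbours on chromosome 2 differed by -7.06 percentage points, against the direction of the site itself, and 2 of the 5 shared its direction. At the other 5 sites every covered neighbour, 1 or 2 per site, differed in the direction of its site. Apart from chromosome 17, their mean differences were -11.8 and -2.39 percentage points at the sites lower in ENR, and 13 and 3.19 at the sites higher in ENR.

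**Figure D3:**
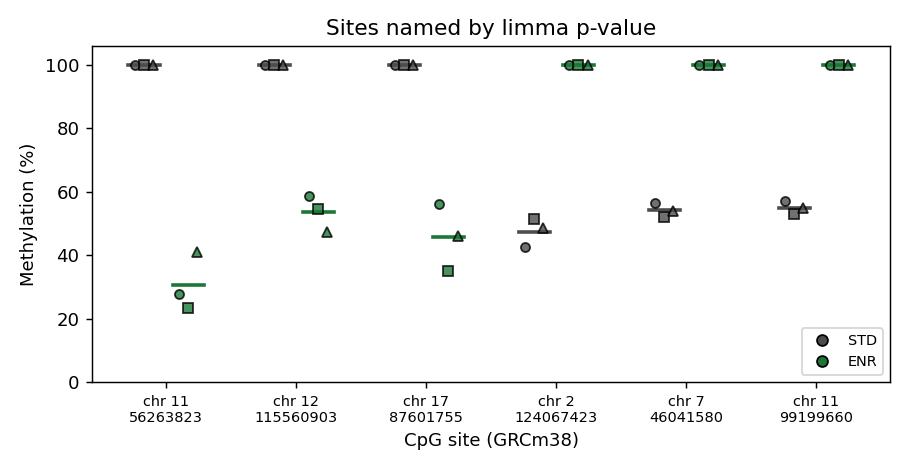
Methylation in percent of each library at the 6 CpG sites named by limma p-value, with horizontal lines for the group means of 3 libraries and marker shapes for replicates 1 to 3. One group is at 100% in all 3 libraries at each site, and the means of the other group lie between 30.8% and 55.1%.

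The tiles with the lowest p-values had small differences. On chromosome 19, the tile from 10640001 to 10641000 in an intron of Vwce (3 sites) was at 7.38% ± 1.18 (SD, n = 3) in STD and 0% in all ENR libraries. On chromosome 6, the tile from 116461001 to 116462000 at the promoter and exon of Alox5 (5 sites) was at 5.90% ± 0.901 (SD, n = 3) in STD and 0% in all ENR libraries. On chromosome 11, the tile from 98023001 to 98024000, which overlaps Cacnb1 and Gm11629 and whose 4 sites lay in a promoter and an exon, was at 0% in all STD libraries and 7.08% ± 0.846 (SD, n = 3) in ENR. The intergenic tile from 114660001 to 114661000 of chromosome 9 (6 sites) was at 2.12% ± 1.87 (SD, n = 3) in STD and 19.4% ± 2.82 (SD, n = 3) in ENR. The limma adjusted p-value of each was 1.

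A list of 10 genes that the study discusses, fixed beforehand, was then compared. All of them had covered sites. Mean methylation was lower in ENR in 8 genes and higher in 2, and the differences ran from -3.89 to 2.21 percentage points. The smallest exact permutation p-value was 0.1, the least that 3 against 3 allows, and the smallest after Benjamini-Hochberg adjustment over the list was 0.714. Only Thrb (ENSMUSG00000021779.17, chromosome 14, 17660261 to 18038090, 71 sites) had groups that did not overlap, with 18.8% ± 0.804 (SD, n = 3) in STD and 17.9% ± 0.316 (SD, n = 3) in ENR. It had 0 sites with a difference over 25 percentage points, and the median over its sites differed by 0. Tshz2 (ENSMUSG00000047907.11, chromosome 2, 169633013 to 170071816, 186 sites) had the largest difference of means, with 56.4% ± 2.26 (SD, n = 3) in STD and 52.5% ± 6.06 (SD, n = 3) in ENR (exact permutation p = 0.5). Without ENR replicate 3 its difference was -0.395 percentage points. Of its sites, 11 differed by over 25 percentage points and all 11 were lower in ENR. Npas4 (ENSMUSG00000045903.9, chromosome 19, 4984355 to 4990316, 29 sites) was at 15.1% ± 1.96 (SD, n = 3) in STD and 16.2% ± 3.13 (SD, n = 3) in ENR (exact permutation p = 0.6), and the median over its sites moved in the other direction, by -0.969 percentage points. By targeted bisulfite sequencing in more mice, the study found lower methylation with ENR at several CpGs near the Npas4 promoter. It also reported more Npas4 transcript. A mean over 29 sites is another measure and does not test those CpGs. Cux2 (293 sites) and Tiam1 (241 sites) had 17 and 15 sites with a difference over 25 percentage points. Of these, 12 and 11 were lower in ENR. For both genes the difference of means was within the SD of the groups, at -2.09 and -1.60 percentage points. The text of the study discusses Tiam1, Tshz2 and Cux2 in aged mice, at a single locus within each gene. At those loci it reported higher methylation in aged ENR than in aged STD mice. The mice here were younger and the values cover all sites of each gene. The differences given for Tiam1, Tshz2 and Cux2 therefore do not test those reports.

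Libraries were last compared with each other by methylation class, because replicate 3 was low in both groups. Each site was placed in a class by its mean in the other libraries numbered 1 and 2. At sites of 40% to 60%, STD replicate 3 was lower than that reference by -9.36 percentage points and ENR replicate 3 by -14.9. The other 4 libraries differed from it by -2.01 to 0.286 percentage points. At sites over 90%, all 6 libraries were below the reference, by -4.14 to -1.97 percentage points. A reference chosen for high values gives some shortfall by itself. The labels name no batch.

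**Figure D4:**
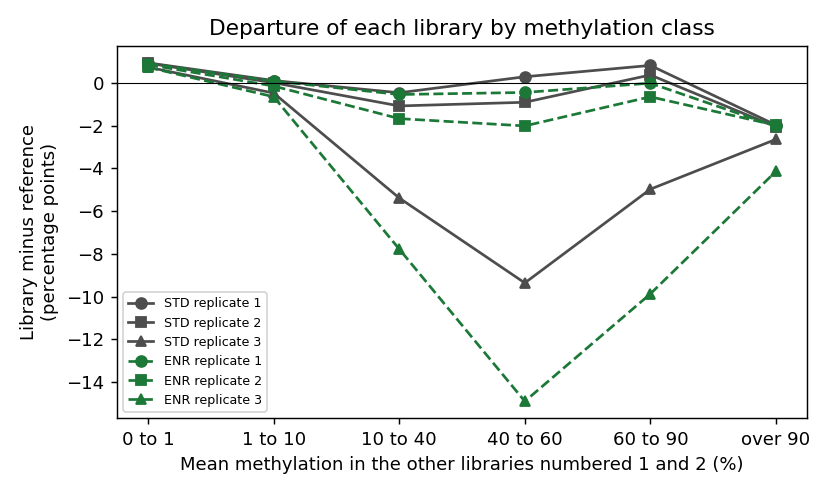
Mean difference of each library from a reference in percentage points, against the methylation class of the sites in that reference, the mean of the other libraries numbered 1 and 2. At 40% to 60%, STD replicate 3 lies at -9.36 and ENR replicate 3 at -14.9, and the other 4 libraries lie between -2.01 and 0.286.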

Values the study reported

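The study reported that ENR changed methylation at 11,101 CpGs, which was 1.25% of the CpGs it covered, and found no change in global CpG methylation. Of these dmCpGs, 67.6% lost and 32.4% gained methylation in ENR.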

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

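All alternatives were chosen before the data were examined. None of the 17 alternative limma settings for sites and none of the 18 for tiles gave a call. They gave 8670 to 24040 sites and 1059 to 3860 tiles at an unadjusted p-value under 0.05. Settings that changed only the limit on the adjusted p-value or on the difference reused the main p-values. Their lack of calls followed from the main fit and adds nothing to it. The smallest adjusted p-values ran from 0.761 to 1 for sites and from 0.261 to 1 for tiles. In the simulations 0 changed features were recovered at a shift of 40 percentage points, so these counts of 0 show little about such shifts. At 60 percentage points, 975 of 2000 changed tiles and 492 of 10000 changed sites were recovered but 0 of 200. As far as the simulated variances hold for the real data, the counts of 0 go against many shifts of that size. They show little about a few. Logistic regression on reads was not run because read numbers were not used here, and the CpH comparison was not run because the table holds CpG sites.

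The number of sites over 25 percentage points was 33245 at a limit of 20, 2169 at a limit of 40, 27317 with group medians and 7209 with groups that do not overlap. It was between 23127 and 30448 across the 6 sets that each left out one replicate, always above the 17268 with all libraries. A mean over fewer libraries varies more, which raises such counts by itself. The share lower in ENR was 62.0% at a limit of 20, 68.5% at 40, 60.8% with medians and 55.3% after quantile normalization. Across the sets that each left out one replicate it was between 39.3% and 75.2%, and it fell under 50% only without ENR replicate 3.

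The global difference was -2.39 percentage points over sites with a mean of 20% to 80% and -1.26 as the mean of 1 kb tile means. It ran from -1.07 to 0.409 percentage points across the sets that each left out one replicate, and was above 0 only without ENR replicate 3. That library had a mean of 21.3% against 24.2% and 23.9% in the other ENR libraries, and of 37.6% against 51.9% and 50.9% at sites with a mean of 20% to 80%. The difference in sites at intermediate methylation ran from -0.290 to 0.647 percentage points across those sets, highest without ENR replicate 3 and lowest without STD replicate 3, the library of each group with the fewest such sites. It was -0.879 for 10% to 90%, for which the cause was not tested. With 3 against 3 or fewer, no exact p-value could pass 0.05, so the p-values show no stability.

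With all sites as background, the odds ratios were 0.161 in promoters, 0.425 in exons, 1.47 in introns, 1.47 in intergenic sequence and 0.114 in island-like sequence. Sites without room for a difference then enter the background. At a limit of 40 they were 0.824 in promoters, 0.914 in exons, 1.03 in intergenic sequence and 0.763 in island-like sequence. Across the sets that each left out one replicate, the odds ratios ran from 0.852 to 1.01 in promoters and 0.961 to 1.10 in exons. They ran from 0.905 to 1.01 in intergenic sequence and 0.795 to 0.963 in island-like sequence. The highest promoter, exon and island-like values and the lowest intergenic value all came without ENR replicate 3. The other sets gave at most 0.911 in promoters and 0.844 in island-like sequence. The cause was not tested.

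Among the listed genes, the median over sites gave differences of -0.969 percentage points in Npas4, -7.46 in Gria1, -7.41 in Tshz2 and 0 in Thrb. In Fgfr1 it gave -3.68 percentage points (unadjusted exact permutation p = 0.1, the smallest possible). Within 1 kb of transcription start sites, Gria1 differed by 1.26 and Tiam1 by 0.300 percentage points, against the direction over the whole gene. Tshz2 differed there by -2.70 and Thrb by -1.09 percentage points (unadjusted exact permutation p = 0.1 for each). Across the sets that each left out one replicate, Fgfr1 ran from -2.84 to 0.508, Gria1 from -4.06 to 2.19, Flt1 from -2.14 to 0.876 and Tiam1 from -3.26 to 0.332 percentage points. Tshz2 stayed below 0, from -5.80 to -0.395, the latter without ENR replicate 3. Npas4, Cux2 and Thrb also kept their direction but changed in size. Npas4 ran from 0.0355 to 2.96, Cux2 from -3.26 to -0.699 and Thrb from -1.25 to -0.495 percentage points. The cause was not tested. The 6 named sites and 4 named tiles kept their direction, which their selection for groups without overlap fixes in advance.

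With the replicate number as a block, limma again gave 0 sites and 0 tiles, with smallest adjusted p-values of 0.882 and 0.953. The paired global difference was -0.502 percentage points (exact sign-flip p = 0.25, the smallest 3 pairs can give), with ENR lower in 3 of 3 same-numbered comparisons. Deviations of same-numbered libraries from their group means correlated at 0.0969 across sites, with 0.0602, 0.0348 and 0.135 for numbers 1, 2 and 3. The mice are different animals, so the numbers are not shown to pair them.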

Other observations

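The tests of strand variance, of the same sites in both replicate 3 libraries and of imprinted loci in those libraries were chosen after related results had been seen. The other tests were written down in words before the result they measure, and their numerical limits were set later, after some strand values and values with a replicate left out had been seen.

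The number of sites over 25 percentage points here was 17268. That is higher than the value quoted from the study above. The criterion differs, because the count here used no q-value and no read numbers.

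If same-numbered libraries belong together, which is not shown, only splits that part all 3 pairs can be set against housing. Among the 4 splits that part all 3 pairs, only the housing split itself, 1 of 4, gave as many sites over 25 percentage points, and 1 of 4 gave as uneven a direction. The margin was small, with 17268 sites against at most 17086 and a share of 63.6% against at most 61.9%. All 4 of the 4 splits gave as many limma calls, since each gave 0 sites and 0 tiles, and housing had the most sites (16498) and tiles (2874) at an unadjusted p-value under 0.05 among these 4. All 4 of 4 had a sum of absolute log2 odds ratios at least as large as that of housing. With 4 splits no share under 0.05 is possible, so grouping by chance cannot be excluded for any of these results. Of the 6 splits that part only 1 pair, 5 gave more sites than housing. The 4 that kept replicate 3 of both groups together gave 22894 to 25339 sites, with 82.1% to 84.7% in one direction. Over all 10 splits, housing included, 5 had at least as many sites as housing at an unadjusted p-value under 0.05. For tiles, 6 of the 10 had at least as many.

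The cytosine on the other strand of the same CpG was used to test whether large differences at single cytosines repeat. Of 1965 cytosines over 25 percentage points with a covered partner, 52.7% had a partner that differed in the same direction. The partners' mean difference in that direction was 1.31 percentage points, against 31.1 at the cytosines themselves. Sites lower in ENR had partners in the same direction in 57.2%, and sites higher in ENR in 46.2%. In the other splits of the libraries, partners in the same direction made up 50.8% to 53.6% where replicate 3 of the 2 groups was parted, a range that includes housing, and 63.0% to 66.2% where it was kept together. For replicate 3 against replicates 1 and 2 of both groups the value was 68.2% over both directions and 74.4% for cytosines lower in replicate 3. Partners in a library with low methylation tend to be lower anyway, which raises these higher values. The value for housing is consistent with much of the difference at single cytosines coming from the sampling of reads. It covers only the CpGs with both strands covered, and does not exclude true differences at some of them.

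The direction of the differences changed with which library numbered 3 was left out. The share lower in ENR was 39.3% without ENR replicate 3 and 75.2% without STD replicate 3. Leaving out 1 of these low libraries keeps the other in the comparison, which moves the share by itself. The values therefore cannot tell whether ENR replicate 3 alone accounts for the excess of hypomethylated sites.

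Low methylation in the replicate 3 libraries was weighed against 5 explanations. Noise between strands did not separate them from all other libraries. The lower of their SDs between strands was below the highest of the other 4 libraries (difference -1.37 percentage points). With the part that repeats across libraries removed, replicate 3 had the highest SD within each group, 23.9 against 19.7 and 19.9 percentage points in STD and 25.6 against 22.4 and 24.8 in ENR. Noise and loss went together only in part. ENR replicate 2 had the highest SD between strands before that removal and departed by only -2.01 percentage points at sites of 40% to 60%. After the removal, ENR replicate 3 had both the highest SD and the largest loss at these sites. A share of noise in the loss is therefore not excluded. A uniform loss was not seen, because sites of 40% to 60% lost at least 6.85 times the share of methylation that sites over 90% lost. The departures of both libraries at sites of 20% to 80% correlated at 0.0900 across sites. Other pairs of a STD and an ENR library ran from -0.0591 to 0.0413. Both replicate 3 libraries were measured against the same reference, which raises their correlation by itself. The strand measure of 74.4% lay between the predicted outcomes, so it remains open whether the same sites were affected. A different mix of neurons and glia could not be assessed. The difference between marker lists was larger than in 68.4% of random lists, but only 13 of 20 glial genes had sites, which makes the check void. Imprinted loci carry 1 methylated allele in cells of many kinds. Their intermediate sites lost at least 1.71 times the share that other intermediate sites lost in both libraries, 26.6% in STD replicate 3 and 45.0% in ENR replicate 3. The other 4 libraries ran from -7.20% to 17% at these sites, so the measure is noisy, and it rests on 14 genes. A candidate explanation is a loss in library preparation that favours unmethylated molecules, since a change in the mix of cells would be less likely to reach imprinted loci. Neither can be told apart from a difference between the mice themselves.

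Strands of one CpG disagreed beyond the smallest depth in some libraries. The strand variance that did not repeat across libraries was 0.903 to 1.53 times the binomial variance of 10 reads per strand, and was above it in 4 of the 6 libraries. Reads that are not independent, such as PCR copies, are a possible explanation there, and no read numbers were used that could test it. At 203 CpGs the strands differed by over 50 percentage points in all 6 libraries, and 98.0% of these lay in CCGG, against 21.3% of other CpGs with both strands covered. End repair at the restriction site, which fills in cytosines, may account for these CpGs although the authors trimmed reads with adapter.

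Sites at promoters of imprinted genes were between 20% and 80% at least 6.36 times as often as other promoter sites in each of the 6 libraries. This is what methylation of one allele predicts.

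All mice were female, and yet 212 sites were on chromosome Y, with library means of 72.9% to 85.7%. Of these sites, 61.3% lay in windows with an alignment of at least 95% identity to another chromosome, and 88 had one to chromosome X. Shared sequence is a possible source for the sites with an alignment, and the others are left without a tested one. The mean was 80.7% with an alignment and 76.1% without, so high methylation was not limited to sites with one. On the mitochondrial chromosome, 105 sites had library means of 7.33% to 14.9%. Only 39.0% lay in windows with such an alignment to a nuclear chromosome. For the other sites no nuclear copy was found at this identity, which does not exclude copies that differ more. The mean of the sites with an alignment was 18.5%, against 8.13% for the sites without one. Of the 9 sites over 20% in all libraries, 7 had an alignment. For these chromosomes no biological explanation was tested.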
